A study of Mus musculus with 8 samples.

How the data were processed

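RNA was sequenced from 8 mouse samples of the C57BL/6 strain. These were 1 extrahepatic bile duct epithelium, 1 pancreatic duct epithelium, 3 organoid cultures grown from bile duct and 3 grown from pancreatic duct. Per the labels' protocols, ducts were dissected and digested with collagenase, the epithelia went straight into Trizol, and organoids were grown in Matrigel and taken at low passage. Polyadenylated RNA was selected with poly-T beads and made into libraries with an NEBNext Ultra kit, per the labels' protocols. Neither the labels nor the file header states the aligner, the counting tool, the filters or whether counting used strand.

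The values are FPKM, that is fragments or reads scaled to exon length and library size, as deposited by the authors in 1 table of 31228 genes with 1 column per library. All per-sample columns were used, so 0 such columns were left aside. No header names the unit. It was read from the values, which are not whole and whose column sums differ between libraries. Each value multiplied by the gene's merged exon length in GENCODE M21 was a whole multiple of a step particular to its library. Within a tolerance of 0.05 of a read, 28310 genes (90.7%) came out whole in all 8 libraries, where chance would give 10% for a single value. The steps imply between 12876470 and 20828217 reads or read pairs per library. A read number quoted for a gene is its FPKM divided by that step, and intervals or floors built on it cover counting error only. Gene coordinates are those of the deposited table, in mouse build GRCm38, and 28575 of the 31141 gene identifiers found in GENCODE M21 had identical coordinates there. In 26 entries the gene symbol had been turned into a calendar date, so these genes carry no usable symbol.

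Samples were grouped by the source named in their labels, and replicate numbers came from the sample titles. The design written before the data were examined had assumed raw counts and a count-based quasi-likelihood test. Because the deposited unit is FPKM, limma's moderated test with an intensity trend took its place, as that design had provided, and every filter stated in depth-scaled counts was applied in FPKM. For the organoid comparison, FPKM values were scaled between the 6 organoids by a trimmed mean of log ratios without precision weights, trimming 30% of log ratios and 5% of mean levels on each side. Genes with at least 1 FPKM in at least 3 organoids were kept, log2(FPKM + 1) was tested with limma, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A change on this scale understates the change of weakly expressed genes. For all comparisons that include an epithelium, scaling used all 8 libraries. With 1 library per epithelium no p-value was computed, and genes at least 2-fold apart (a log2 difference of 1) were counted, for organoids only where all 3 cultures lay on the same side of the epithelium. Values quoted for named genes are scaled FPKM, except where deposited values are named and for Xist and Mki67, which are given as deposited.

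Gene lists for 18 cell kinds and processes were written before the data were examined. The 7 lists with at least 5 genes among those tested in the organoids were compared with limma's fry. For comparisons with a single library on a side, the median of a list was placed as a percentile among 10000 random lists of the same size matched on mean expression. The genes named follow a rule also fixed beforehand. It took the 5 genes with the widest difference in each direction, protein-coding and not bearing a predicted-gene name. In the organoid comparison they also had to pass the adjusted threshold, to have an average log2 value of at least 1 and to be separated between groups in every replicate. In the other comparisons they had to reach 10 FPKM on the higher side, and from epithelium to organoid they were ranked by the smaller change of the 2 organs. Genes of the lists are named where a list is discussed. Some genes that met the rule for the change from epithelium to organoid are not reported here.

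The shared replicate numbers of the organoids were treated as a possible pairing that comes from the titles alone, and a fit with the replicate number as a block was run beside the one without it. Alternatives covered the scaling, the pseudocount, the filter, the block, the test and leaving out each organoid in turn. The test was tried on simulated data with the real means and 200 of 12094 genes changed. With gene noise as observed, it recovered 73.5% of the changed genes and 90% of those changed 4-fold, with 15 false calls among 162. With a residual SD of 0.2, it recovered 99.5%, with 6 false calls among 205. Simulated noise was independent between genes. In every simulation the changed genes were drawn only from the better expressed genes and changed 2-fold or 4-fold. Recovery of weakly expressed or less changed genes was thus not tried and may be lower. The voom fit, simulated on 10277 genes with 200 changed and a fixed dispersion of 0.05, recovered 82.5%. Computation used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.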

Results

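Gene expression was measured by sequencing of polyadenylated RNA in epithelium of the mouse extrahepatic bile duct and of the pancreatic duct, and in organoids, which are 3-dimensional cultures of epithelial cells in a gel matrix, grown from each. The study asked how similar the epithelia of these ducts are to each other and how similar the organoids are. Each epithelium was represented by 1 library and each organoid group by 3. No untreated control was part of the design. The deposited FPKM values imply 12876470 reads or read pairs for bile duct epithelium and 15455993 for pancreatic duct epithelium. Bile duct organoids 1, 2 and 3 had 17813445, 19985789 and 18394801, and pancreatic duct organoids 1, 2 and 3 had 15405377, 17592185 and 20828217. At these depths 1 read in a gene with 1 kb of exon corresponded to between 0.0480 and 0.0777 FPKM. Genes with at least 1 FPKM numbered 14239 in bile duct epithelium and 13804 in pancreatic duct epithelium, against 11771 to 12117 in the organoids. The 50 most abundant genes took 40.0% and 42.2% of summed FPKM in bile duct and pancreatic duct epithelium, and 18.5% to 21.6% in the organoids. The mitochondrial genome contributed 24.9% in bile duct epithelium, 18.8% in pancreatic duct epithelium and 5.43% to 7.29% in the organoids. No pair of organoid libraries was close enough to be a library deposited again, since the chi-square per degree of freedom of their read numbers was 21.7 in the closest pair.

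Similarity between libraries was first measured as the Pearson correlation of log2(FPKM + 1) across 16707 genes with at least 1 FPKM in at least 1 library. Genes are not independent replicates, so these coefficients describe the libraries. The bile duct and pancreatic duct epithelia correlated at 0.888. Among alternatives, restricting to genes with at least 10 FPKM moved this value most, to 0.812. Bile duct organoids correlated with each other at 0.965 ± 0.0189 (SD, n = 3 pairs), pancreatic duct organoids at 0.967 ± 0.00872 (SD, n = 3 pairs), and bile duct with pancreatic duct organoids at 0.969 ± 0.0133 (SD, n = 9 pairs). The mean correlation within groups was thus not higher than that between groups, the difference being -0.00224, and 5 of the 10 splits of the 6 organoids gave a difference as large (exact one-sided permutation p = 0.5, where 0.1 is the smallest this design allows). The sign of this difference turned when bile duct organoid 1 was left out (0.00434) or pancreatic duct organoid 3 was left out (0.00139). Bile duct organoid 1 was closest to pancreatic duct organoid 2 (0.980), bile duct organoids 2 and 3 were closest to each other (0.987), and pancreatic duct organoids 1 and 3 were each closest to bile duct organoid 3 (0.974 and 0.983).

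Organoids were further from either epithelium than the epithelia were from each other. Bile duct epithelium correlated at 0.642 ± 0.0198 with bile duct organoids and at 0.650 ± 0.0141 with pancreatic duct organoids (SD, n = 3 each). Pancreatic duct epithelium correlated at 0.614 ± 0.0238 with bile duct organoids and at 0.627 ± 0.0161 with pancreatic duct organoids (SD, n = 3 each). The correlation of an epithelium with organoids of its own organ exceeded that with organoids of the other organ by 0.00229 on average, which is smaller than the spread between organoids and changed sign when any bile duct organoid was left out.

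**Figure D1:**
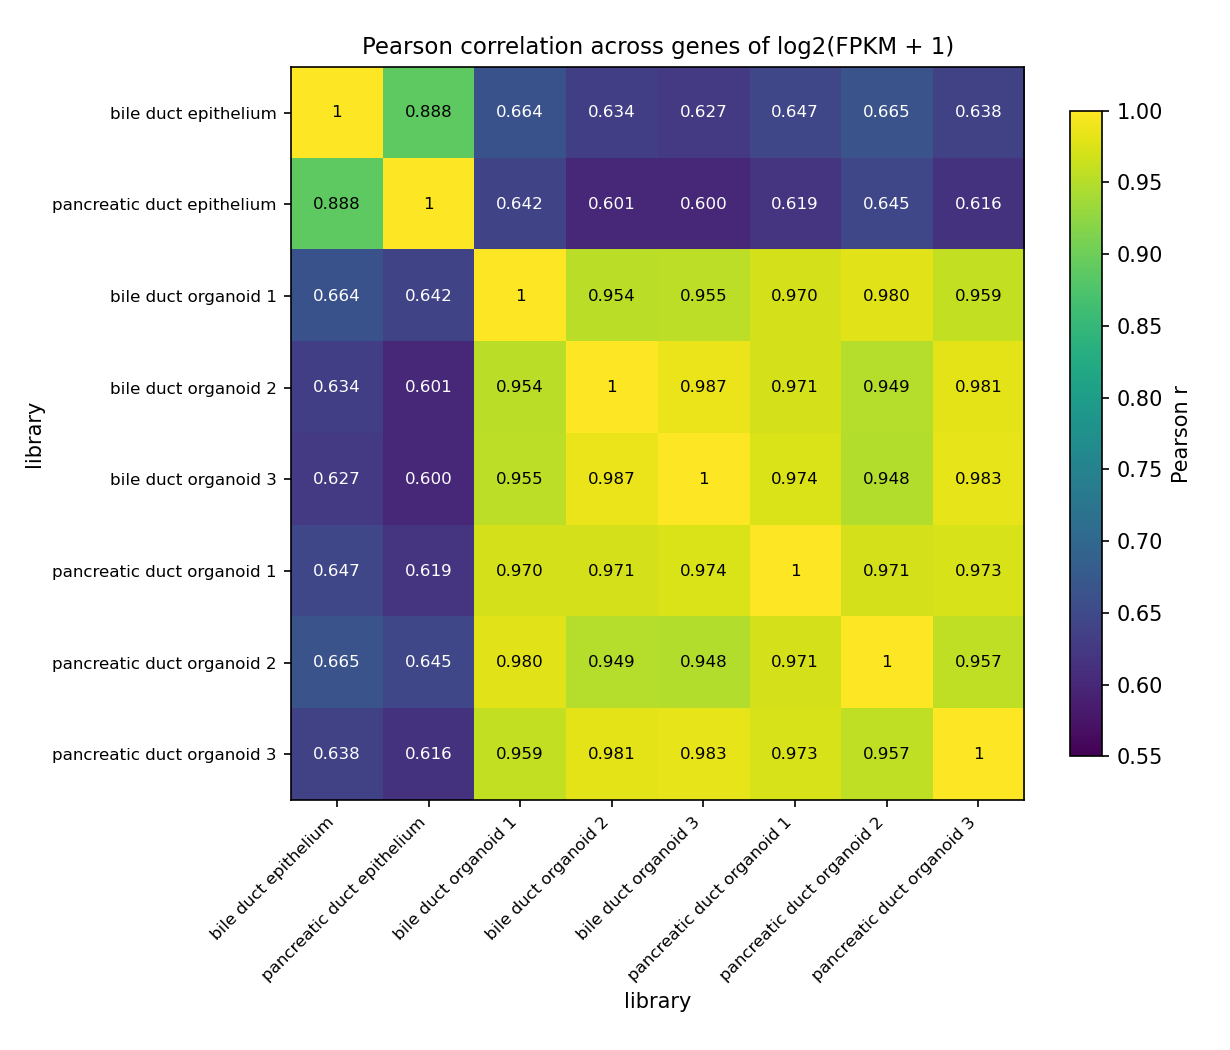
Heat map of the Pearson correlation across genes of log2(FPKM + 1) between all 8 libraries, with each library on both axes and each coefficient printed in its cell. The epithelia correlate at 0.888 with each other, organoid pairs lie between 0.948 and 0.987 whatever their organ, and pairs of an epithelium and an organoid lie between 0.600 and 0.665.

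The organoid groups, the only groups with replicates on both sides, were then compared gene by gene. Of 12094 genes tested with limma, 0 had a Benjamini-Hochberg adjusted p-value under 0.05, and the smallest adjusted p-value was 1.00. At an unadjusted p under 0.05 there were 308 genes, 136 higher in bile duct and 172 higher in pancreatic duct organoids, where 605 would be expected by chance. With the replicate number as a block in the limma fit, 0 genes passed the adjusted threshold and 290 the unadjusted one. Same-numbered organoids of the different organs did not deviate together as a set. Their deviations from the group means correlated at -0.0206 on average, against 0.0131 for other pairs. Single pairs varied widely, with -0.105, -0.440 and 0.482 for replicate numbers 1, 2 and 3, while other pairs ran from -0.597 to 0.650. The alternative that moved the result most was leaving out pancreatic duct organoid 3, after which limma called 16 genes at an adjusted p under 0.05, 15 of them higher in pancreatic duct organoids. The median absolute log2 difference between the groups was 0.12 and the median standard error 0.17. Every value of a group lay above every value of the other for 812 genes, and 40 of these differed at least 2-fold, 24 higher in bile duct and 16 higher in pancreatic duct organoids. With a block for the presence of Y-linked reads, which 3 of the 6 organoids carried, a fit chosen after seeing the data, limma called 0 genes at the adjusted and 612 at the unadjusted threshold. The sets with and without such reads each hold 2 organoids of an organ and 1 of the other, too few for a comparison within each. No gene met the rule for naming in this comparison.

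The epithelia of the ducts were compared directly. With 1 library per organ, the differences have no replicate check. The libraries also differed in transcripts of other cell kinds. The list of acinar enzyme genes, for example, took 7.95% of summed FPKM in bile duct and 17.2% in pancreatic duct epithelium. A difference between the epithelia therefore need not lie in the duct cells. Of 15515 genes with at least 1 FPKM in either epithelium, 2124 (13.7%) differed at least 2-fold on the log2(FPKM + 1) scale, 1403 of them higher in bile duct and 721 higher in pancreatic duct epithelium. Among alternatives, a minimum of 10 FPKM moved the number most, to 903, and a pseudocount of 0.1 raised it to 3047. The genes furthest above in bile duct epithelium were Tff3, Agr2, Defa24, Clca1 and Muc6, and those furthest above in pancreatic duct epithelium were Reg3a, Ctrc, Reg2, Cxcl13 and Rergl. Tff3 (ENSMUSG00000024029, chromosome 17, 31125306 to 31129646) had 1222 scaled FPKM in bile duct and 6.10 in pancreatic duct epithelium, a log2 difference of 7.43 resting on 6799 and 40 reads. Agr2 (ENSMUSG00000020581, chromosome 12, 35992907 to 36004087) had 337 and 0.990 scaled FPKM, a log2 difference of 7.41 resting on 4907 and 17 reads. Defa24 (ENSMUSG00000064213, chromosome 8, 21734494 to 21735471) had 237 scaled FPKM in bile duct epithelium and 3 reads in pancreatic duct epithelium, and it belongs to a family of near-identical defensin genes among which reads can be shared, so its value is uncertain. Clca1 and Muc6 had log2 differences of 7.16 and 6.99.

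In the other direction, Reg3a (ENSMUSG00000079516, chromosome 6, 78380709 to 78383827) had 8.17 scaled FPKM in bile duct and 438 in pancreatic duct epithelium, a log2 difference of -5.58. Reg2 (ENSMUSG00000023140, chromosome 6, 78395623 to 78408106) had 104 and 2258, a log2 difference of -4.42. These genes belong to the same family, so reads shared between members cannot be excluded. Ctrc (ENSMUSG00000062478, chromosome 4, 141814962 to 141846359) had a log2 difference of -5.03, but its span contains that of Cela2a, and reads of the overlap cannot be assigned with certainty. Cxcl13 and Rergl had log2 differences of -4.00 and -3.79. Of these 10 genes, Reg2, Ctrc and Rergl had 0 reads in each organoid library.

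Each organoid group was next set against the epithelium of its own organ, which was a single library in each case. From bile duct epithelium to bile duct organoids, 6000 of 15415 genes (38.9%) changed at least 2-fold with all 3 organoids on the same side, 1965 higher and 4035 lower in organoids. From pancreatic duct epithelium to pancreatic duct organoids, 6147 of 15187 genes (40.5%) did, 2316 higher and 3831 lower. Lower genes were thus 67.2% of the changed genes for bile duct and 62.3% for pancreatic duct. With FPKM as deposited and no further scaling these shares were 56.6% and 51.4%, a choice that shifts log2 FPKM by 0.26 for bile duct and 0.28 for pancreatic duct between organoids and epithelium. Across 16195 genes the changes in both organs correlated at 0.856. The number of genes higher in organoids in both organs was 1531, that of genes lower in both was 2897, and 55 genes changed in opposite directions.

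Among the genes with the widest rise in both organs were Cdkn2a, Prss22 and Basp1. Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653) had 1 read in bile duct epithelium and 4 reads in pancreatic duct epithelium, against 457 to 1043 reads in the 6 organoids, with 23.1 ± 4.30 scaled FPKM in bile duct and 38.02 ± 11.2 in pancreatic duct organoids (SD, n = 3 each). Prss22 rose by 4.68 and 4.21 and Basp1 by 4.06 and 4.66 on the log2 scale in bile duct and pancreatic duct. The genes with the widest fall were Ctrb1, Pnlip, Try4, Prss2 and Cela2a, all of which encode pancreatic digestive enzymes. Ctrb1 (ENSMUSG00000031957, chromosome 8, 111686519 to 111691010) had 8154 scaled FPKM in bile duct and 22837 in pancreatic duct epithelium and between 1 and 3 reads in each organoid. Pnlip had 3226 and 4090 scaled FPKM in the epithelia and was listed at 0 in every organoid. Try4 and Prss2 are trypsinogens of near-identical sequence among which reads can be shared, and Cela2a overlaps Ctrc, so their single values are uncertain. In the epithelia these 3 genes had between 2076 and 7183 scaled FPKM, and no organoid had more than 3 reads.

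**Figure D2:**
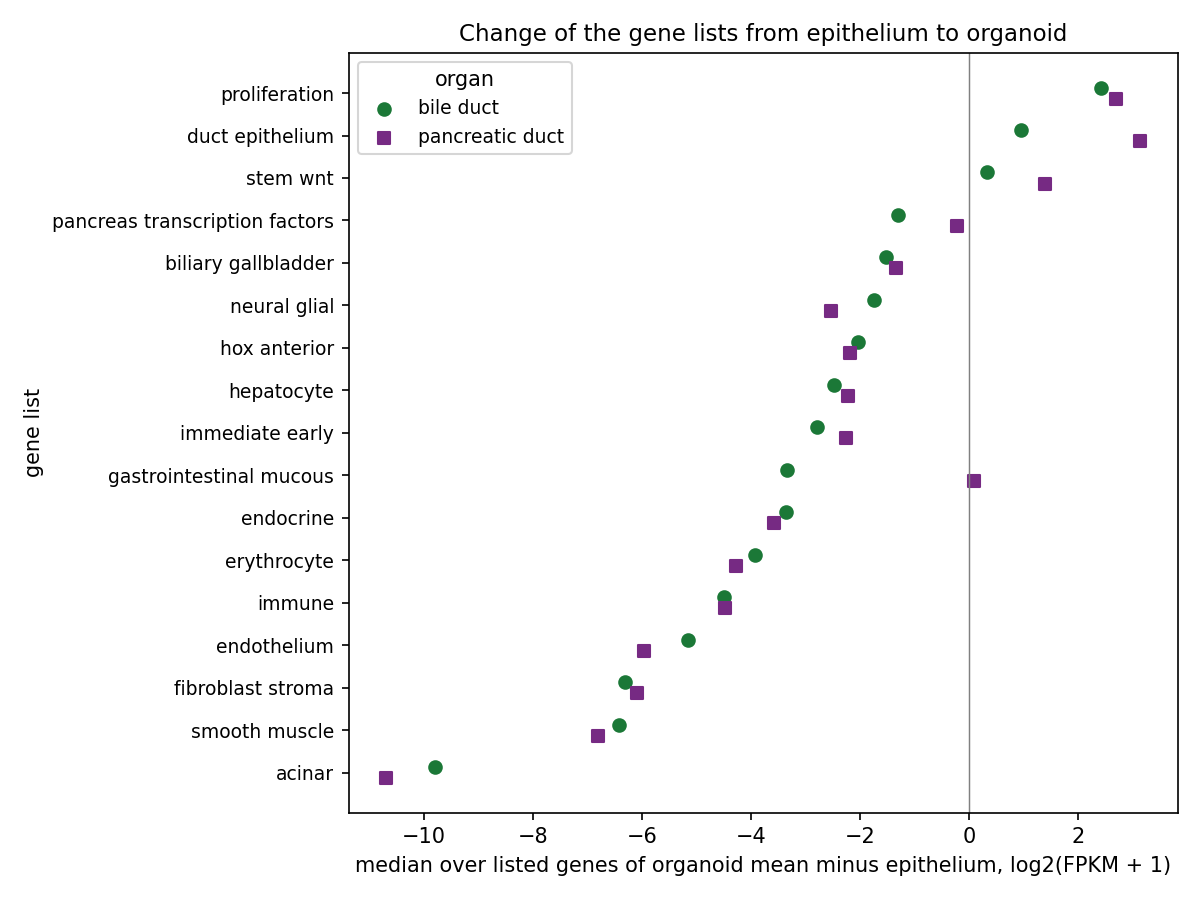
Median over the genes of each list of the organoid mean minus the epithelium on the log2(FPKM + 1) scale, with the lists on the vertical axis, circles for bile duct and squares for pancreatic duct. The acinar list lies lowest, at -9.79 and -10.68, and the proliferation list is higher in organoids of both organs, at 2.43 and 2.69, while the small fall of the pancreas transcription factor list in pancreatic duct, at -0.22, becomes 0.06 with FPKM as deposited.

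The lists for acinar, endocrine, hepatocyte, fibroblast, smooth muscle, endothelial, immune, erythrocyte and neural cells had lower medians in organoids than in epithelium of both organs. The acinar list of 25 enzyme genes had a median change of -9.79 in bile duct and -10.68 in pancreatic duct, at percentile 0 of matched random lists in both. It took 7.95% of summed FPKM in bile duct epithelium and 17.2% in pancreatic duct epithelium, and at most 0.00305% in an organoid. The fibroblast list changed by -6.31 and -6.08, the smooth muscle list by -6.42 and -6.80, the endothelium list by -5.16 and -5.97 and the immune list by -4.49 and -4.48, in bile duct and pancreatic duct. The biliary and gallbladder list changed by -1.52 in bile duct (percentile 0.15) and by -1.34 in pancreatic duct (percentile 0.24). The duct epithelium list of 20 genes rose by 0.95 in bile duct (percentile 99.3) and by 3.13 in pancreatic duct (percentile 100). These medians use the organoid means. Taken for single organoids, the median rise was smaller, from 0.38 to 0.66 in bile duct and from 2.78 to 2.97 in pancreatic duct. Because the lists of other cell kinds fell in the same comparison, the rise of the duct epithelium list need not lie within duct cells. The proliferation list of 30 genes rose by 2.43 and 2.69 (percentile 100 in both). Between the epithelia, the duct epithelium list was higher in bile duct by a median of 1.90, the gastrointestinal mucous list by 2.81, the hepatocyte list by 2.51, the stem cell and Wnt list by 0.96, the biliary and gallbladder list by 0.91 and the proliferation list by 0.66, all at percentile 100. The immune list was higher in bile duct by 0.56, at percentile 99.99. The acinar list was lower in bile duct, with a median difference of -0.93 at percentile 0. So were the endocrine list at -0.64, the erythrocyte list at -0.64, the neural and glial list at -0.61, the endothelium list at -0.56, the smooth muscle list at -0.51 and the immediate early gene list at -0.18, with percentiles from 0.06 to 1.

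Between the organoid groups, 1 of 7 lists passed an adjusted p-value of 0.05 in limma's fry. This was the list of 15 tested stem cell and Wnt pathway genes, lower in bile duct organoids with a median log2 difference of -0.29 (adjusted p = 0.0276 by limma's fry). With the replicate number as a block its adjusted p-value was 0.249 and 0 lists passed, and with FPKM as deposited it was 0.0610. The biliary and gallbladder list had a median difference of -0.40 and an adjusted fry p-value of 0.0576. Of 122 listed genes tested, 7 had an unadjusted p under 0.05. Adjusted over the listed genes alone, 1 passed, and adjusted over all genes tested, 0 did. That gene was Fcgbp (ENSMUSG00000047730, chromosome 7, 28071236 to 28120862), higher in bile duct organoids by 1.06 on the log2 scale (SE 0.15, n = 3 organoids each, limma adjusted p = 0.0413 over the list and adjusted p = 1.00 over all genes). Its deposited values were 3.35, 4.20 and 3.22 FPKM in bile duct organoids and 1.41, 1.09 and 1.07 FPKM in pancreatic duct organoids, and its epithelial values were 178 in bile duct and 1.47 in pancreatic duct.

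Whether differences between the epithelia were still present in the organoids was examined last. Across 15515 genes, the difference between the epithelia correlated with the difference between the organoid groups at 0.0815 (Pearson) and 0.101 (Spearman). Some of the epithelial differences lie in genes of other cell kinds that organoids hardly express. The acinar list, for example, took at most 0.00305% of summed FPKM in an organoid. A low coefficient therefore need not mean that differences between the duct cells were lost. Resampling genes gave an interval of 0.0603 to 0.106 for the Pearson value, which covers the choice of genes and not the variation between cultures. Restricting the genes to those at an unadjusted p under 0.05 in the organoids moved the coefficient most, to 0.157. Of the 287 such genes, 166 (57.8%) had the same direction in the epithelia. Of the 2124 genes at least 2-fold apart between the epithelia, 940 (44.3%) had the same direction in the organoids, and 423 had an organoid difference of 0. Of the 2124 genes, 964 had a mean of at least 1 FPKM in an organoid group, and 541 of these (56.1%) had the same direction in the organoids. In 35 genes the organoid difference was also at least 2-fold in that direction, and in 22 it was at least 2-fold in the opposite direction.

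**Figure D3:**
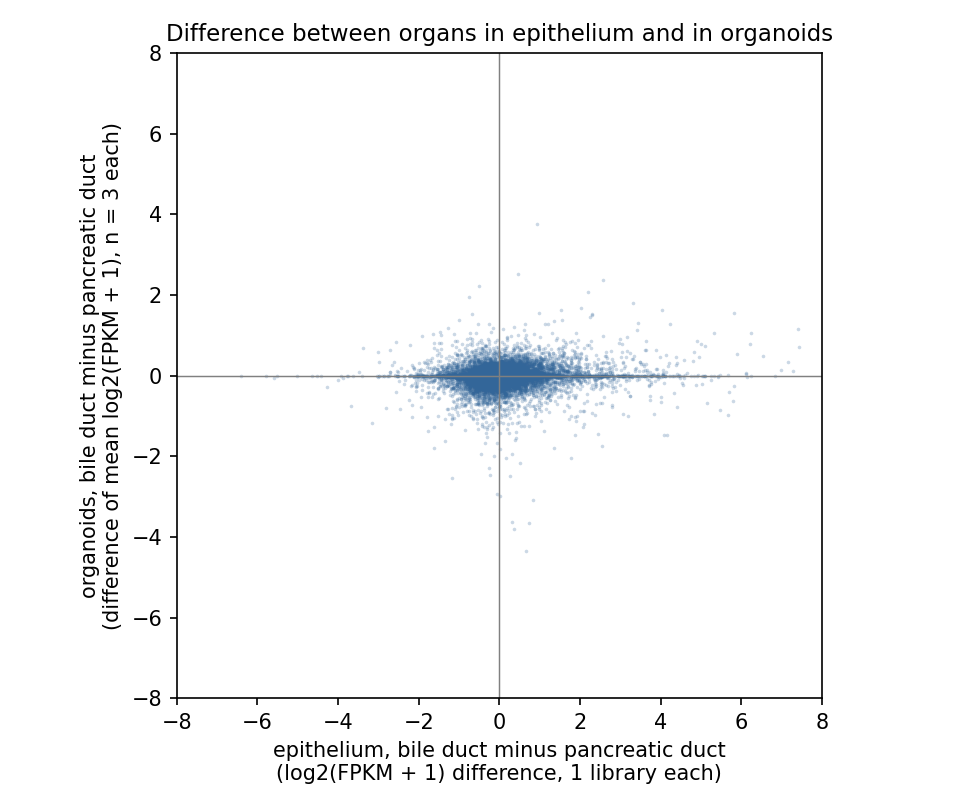
Scatter plot of 15515 genes, with the log2(FPKM + 1) difference between the epithelia (bile duct minus pancreatic duct, 1 library each) on the horizontal axis and the difference between the organoid group means (n = 3 each) on the vertical axis. The cloud extends along the horizontal axis and stays close to 0 on the vertical one, with a correlation across genes of 0.0815.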

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

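The test of Tff3 and Agr2 between the organoid groups and both tests of the Y-linked reads were chosen only after these results were seen. The intestinal gene lists were written after both genes had been seen and before the lists were tested.

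The mean changes of Tff3 and Agr2 from epithelium to organoid had opposite directions in the 2 organs. Tff3 changed from epithelium to organoid by -4.05 ± 0.83 in bile duct and by 2.67 ± 1.10 in pancreatic duct (log2, SD, n = 3 organoids each), a gap of -6.73. Agr2 changed by -5.72 ± 0.16 and by 0.52 ± 0.80, a gap of -6.24. The rise of Agr2 in pancreatic duct rested on organoid 1, with 4.42 scaled FPKM, because organoids 2 and 3 had 1.08 and 1.06 against 0.990 in the epithelium, which is within counting error at 25, 31 and 17 reads. For Tff3 all 3 organoids of an organ lay well to the same side, but each epithelium was a single library, so the difference between the organs was not tested. The organoid groups were much closer to each other than the epithelia were, with 81.6 ± 50.1 against 54.7 ± 45.9 scaled FPKM for Tff3 and 5.43 ± 0.752 against 2.19 ± 1.93 for Agr2 (SD, n = 3 each).

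A candidate explanation is intestinal tissue in the bile duct sample. A list of intestinal absorptive cell genes had a median epithelial difference of 3.11 over 19 genes, at percentile 100 of matched random lists. A list of Paneth and goblet cell genes, made without the genes that prompted it, had a median difference of 3.20 over 18 genes, also at percentile 100. Both lists were at percentile 0 of the change from bile duct epithelium to bile duct organoid, a comparison that uses the same epithelial library. A difference between the organoid groups does not account for the gap. Agr2 had an unadjusted limma p of 0.0242 there and an adjusted p-value of 1.00, but it and Tff3 were higher in bile duct organoids (log2 differences of 1.18 and 0.70), as in bile duct epithelium, which narrows the gap. Mucous cells that belong to the bile duct itself may contribute to the second list, and no test here parts them from gut cells.

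Reads of 4 Y-linked genes appeared in some organoids and lay outside the comparisons of the report. They numbered 9, 14 and 9 in bile duct organoid 2, bile duct organoid 3 and pancreatic duct organoid 3, and 0 in each of the other 3 organoids and both epithelia. The highest number, 14, is above the 3 reads taken as the smallest countable value. Depth did not account for it, as a rate shared by all 6 organoids gave so uneven a spread with a multinomial chance of 4e-05 in 100000 draws. The median FPKM of the 4 Y-linked genes was 0.0564% of the median of their X-linked partners in bile duct organoid 3, the library where this share was highest, so reads from outside the library may be the source. Xist was expressed in every library, at 36.8 and 54.7 FPKM in bile duct and pancreatic duct epithelium. It had 19.7, 88.6 and 89.1 FPKM in bile duct organoids 1 to 3 and 23.6, 20.97 and 81.3 in pancreatic duct organoids 1 to 3. The labels give no sex, but Xist expression in every library and so low a Y-linked share argue against a male source of any of the libraries. A small admixture of male cells was not tested, nor was any other biological explanation.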

How the results depend on the processing

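The count of 0 genes between the organoid groups at an adjusted p under 0.05 was the same in 16 of 17 alternative limma fits, among them limma-voom on recovered read numbers, a pseudocount of 0.1, the first within-group principal component as a covariate and a block for the presence of Y-linked reads, all 4 chosen after seeing the data. The exception was the fit without pancreatic duct organoid 3, so the 6 fits that each left out 1 organoid ranged from 0 to 16 genes. Under the naming rule that fit gives Rrp12 and Rrp15, with log2 differences of -3.39 and -2.93 (adjusted p of 0.0345 and 0.00777 in limma), but the organoid left out had 0.652 and 0.898 scaled FPKM of them, close to the 0.244 to 0.637 and 0.572 to 0.741 of the bile duct organoids. The count at an unadjusted p under 0.05 was 308. It became 685 with no filter, which is 2.56% of the genes tested against 2.55% with the filter, so this rise followed from the number of genes. It became 20 when testing against a 1.5-fold change, 1130 with the component as a covariate and 612 with the block for Y-linked reads, and it ranged from 174 to 1090 across the fits that each left out 1 organoid. With the replicate number as a replicate block it was 290, beside a mean correlation of same-numbered deviations of -0.0206. The cause of the moves when an organoid was left out was not tested. The planned DESeq2 test was not run, because the values are not counts.

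Fewer genes passed a minimum of 10 FPKM, which lowered the counts at least 2-fold apart from 2124 to 903 between the epithelia, from 6000 to 2890 for bile duct organoids against epithelium and from 6147 to 3112 for pancreatic duct. As shares of the genes compared, these rose from 13.7% to 14.2%, from 38.9% to 41.3% and from 40.5% to 43.97%. A pseudocount of 0.1 gave 3047, 7125 and 7294 genes, or 19.6%, 46.2% and 48.0%. With at least 10 FPKM, the share of lower genes from epithelium to organoid was 54.1% and 50.5%. Median-of-ratios scaling gave 69.5% and 64.0%, while FPKM as deposited gave 56.6% and 51.4% against 67.2% and 62.3%. Scaling without the acinar and the 50 most abundant genes, chosen after seeing the data for these comparisons, gave 63.9% and 61.7%.

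The correlation between the epithelia, 0.888, was 0.840 with a pseudocount of 0.1, 0.878 as a Spearman coefficient and 0.812 with at least 10 FPKM. The within-group minus between-group correlation of the organoids ranged from -0.00596 to 0.00434 across the 6 sets that each left out 1 organoid, and was positive without bile duct organoid 1 (0.00434) and without pancreatic duct organoid 3 (0.00139). The same-organ minus other-organ correlation of epithelium with organoids ranged from -0.00382 to 0.00831, and was negative without bile duct organoid 1 (-0.00175), 2 (-0.00382) or 3 (-0.00267). The correlation of the epithelial with the organoid difference, 0.0815, was 0.107 with at least 10 FPKM and 0.157 over genes at an unadjusted p under 0.05 in the organoids, and it ranged from 0.0351 to 0.114 when each organoid was left out. It was positive in all of these.

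Of 7 marker lists, 1 passed fry in limma. The number was 0 with FPKM as deposited, 0 with the replicate block and 4 with limma's camera, and from 0 to 2 when each organoid was left out. The cause was not tested. Of the 90 values for single named genes under other scalings or a pseudocount of 0.1, 39 moved by more than the spread between replicates or the counting error, and 0 changed direction. The latter count tests little, because these genes were named for wide differences and scaling shifted log2 FPKM by at most 0.28. Pnlip and Try4 were at 0 in every organoid, which left no spread between replicates for a move to exceed.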

Other observations

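Chosen only after the results were seen were the splits of the organoids for the genes at unadjusted p and for the lists, the second spread test of acinar genes, the test of exchanged reads and the test of proliferation genes.

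The comparison of organoid groups could be set against other splits of the 6 organoids. Of the 4 splits that part all 3 same-numbered pairs, 2 gave as many genes at an unadjusted p under 0.05, the real split included. The other 6 splits part 1 pair each, and the split of bile duct organoid 1 with pancreatic duct organoids 1 and 2 against the rest was the only split of the 10 to give genes at an adjusted p under 0.05 in limma (609 genes, with 3540 unadjusted). For the marker lists, 1 of the 4 splits gave as many lists, namely the real one, and over all 10 splits 2 did. For the correlation of the epithelial with the organoid difference, 3 of the 10 splits gave an absolute value as large. With so few splits none of these shares can fall under 0.05.

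Fewer genes than chance would give passed an unadjusted p of 0.05 between the organoid groups (308 against 605), which may reflect variation shared by many genes within the groups. Adding the first within-group component as a covariate raised that number to 1130 and gave 0 genes at an adjusted p under 0.05, while the same treatment gave 1973 genes for the split of bile duct organoid 1 with pancreatic duct organoids 1 and 2, 342 for that of bile duct organoid 1 with pancreatic duct organoids 2 and 3, and 0 for the rest. All 10 splits gave at least as many as the organoid grouping, but a count of 0 is matched by any split, so this comparison decides nothing.

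The first principal component of the 6 organoids held 56.1% of the variance. Bile duct organoids 1 to 3 had scores of -35.3, 29.8 and 30.4, and pancreatic duct organoids 1 to 3 had scores of -5.77, -39.3 and 20.2, so both groups spanned it. Its gene loadings did not follow GC content (Spearman rho -0.0605 across genes) or exon length (rho -0.00055). Scores and depth correlated at 0.545 over the 6 organoids (exact permutation p = 0.271, Spearman 0.6, exact permutation p = 0.242), and at 0.794 without the 2 libraries furthest in depth, so depth did not reach the set limit of 0.8 but is not excluded by 6 libraries. The median loading of the proliferation list was at percentile 100 of matched random lists, which suggests that growth state may contribute. The 3 organoids with positive scores are those that carried Y-linked reads and had 81.3 to 89.1 FPKM of Xist, and the split that parts them from the rest is the 1 that gave 609 genes. They are also the 3 deepest organoid libraries, with 18394801 to 20828217 reads or read pairs against 15405377 to 17813445. Depth thus parts the same sets. A grouping shared across the organs, such as a batch, may therefore underlie these results, but the labels give none. With the presence of Y-linked reads as a block, limma gave 0 genes at an adjusted p under 0.05 and 612 unadjusted, close to the 605 expected by chance. Of the 9 splits that this block allows, 4 gave as many, the real one included, and 0 gave genes at an adjusted p under 0.05. Mki67 had 23.6, 66.8 and 65.9 FPKM in bile duct organoids 1 to 3 and 31.2, 18.5 and 56.8 in pancreatic duct organoids 1 to 3.

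Acinar enzyme genes were abundant in the bile duct epithelium, at a median of 52.5% of their level in pancreatic duct epithelium. A candidate explanation, pancreatic tissue carried into the bile duct sample, would give every acinar gene about the same ratio. The spread of the ratio over the 25 genes was at percentile 88.5 of matched lists by SD and 98.6 by median absolute deviation. All 25 genes were lower in bile duct epithelium. Ctrc deviated most, with a log2 ratio of -5.11, and the others still ran from -2.38 to -0.13. The lower end is Try5, whose reads may be shared with other trypsinogens, but Gp2 and Cela1 also differed, at -1.88 and -0.13. Such a spread goes against a single source of fixed composition, though each epithelium was 1 library. The matched lists hold genes that the epithelia express themselves and do not give the spread that admixture would, so neither test excludes it. Reads exchanged between libraries are unlikely to account for the signal, because the summed scaled acinar FPKM of the bile duct epithelium was 4069 times that of the highest organoid. Genes of the endocrine list had a median log2 ratio of -0.73 over 13 genes, near the acinar median of -0.93. They ran from -2.93 to 2.67, so they do not decide the question either. Pancreatic tissue in the bile duct sample thus stays possible, and where the acinar transcripts came from was not settled.

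Most genes that changed from epithelium to organoid fell. Loss of other cell kinds is a candidate explanation. In a test of 8 lists for such cells, 7 lay under percentile 2.5 in both organs, the exception being the neural and glial list in bile duct. Among all lists of other cell kinds named in the Results, that list was again the only exception, at percentile 5.53 in bile duct. Scaling without the acinar and the 50 most abundant genes moved the share of lower genes by at most 3.31 percentage points from the trimmed mean. The trimmed mean already leaves out extreme ratios, so this move says little about abundant genes. Shares were 56.6% and 51.4% with FPKM as deposited, against 63.9% and 61.7% without those genes, so a contribution of abundant genes is not excluded. The share thus depended on the scaling between libraries. It also depended on the filter, falling to 54.1% in bile duct and 50.5% in pancreatic duct with at least 10 FPKM. Since both epithelia were single libraries, this remains a hypothesis.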
